# The Mixture of Salvianolic Acids from *Salvia miltiorrhiza* and Total Flavonoids from *Anemarrhena asphodeloides* Attenuate Sulfur Mustard-Induced Injury

**DOI:** 10.3390/ijms161024555

**Published:** 2015-10-15

**Authors:** Jianzhong Li, Linlin Chen, Hongyuan Wu, Yiming Lu, Zhenlin Hu, Bin Lu, Liming Zhang, Yifeng Chai, Junping Zhang

**Keywords:** sulfur mustard, glutathione, gene expression, signaling pathway

## Abstract

Sulfur mustard (SM) is a vesicating chemical warfare agent used in numerous military conflicts and remains a potential chemical threat to the present day. Exposure to SM causes the depletion of cellular antioxidant thiols, mainly glutathione (GSH), which may lead to a series of SM-associated toxic responses. MSTF is the mixture of salvianolic acids (SA) of S*alvia miltiorrhiza* and total flavonoids (TFA) of *Anemarrhena asphodeloides*. SA is the main water-soluble phenolic compound in S*alvia miltiorrhiza.* TFA mainly includes mangiferin, isomangiferin and neomangiferin. SA and TFA possess diverse activities, including antioxidant and anti-inflammation activities. In this study, we mainly investigated the therapeutic effects of MSTF on SM toxicity in Sprague Dawley rats. Treatment with MSTF 1 h after subcutaneous injection with 3.5 mg/kg (equivalent to 0.7 LD_50_) SM significantly increased the survival levels of rats and attenuated the SM-induced morphological changes in the testis, small intestine and liver tissues. Treatment with MSTF at doses of 60 and 120 mg/kg caused a significant (*p* < 0.05) reversal in SM-induced GSH depletion. Gene expression profiles revealed that treatment with MSTF had a dramatic effect on gene expression changes caused by SM. Treatment with MSTF prevented SM-induced differential expression of 93.8% (973 genes) of 1037 genes. Pathway enrichment analysis indicated that these genes were mainly involved in a total of 36 pathways, such as the MAPK signaling pathway, pathways in cancer, antigen processing and presentation. These data suggest that MSTF attenuates SM-induced injury by increasing GSH and targeting multiple pathways, including the MAPK signaling pathway, as well as antigen processing and presentation. These results suggest that MSTF has the potential to be used as a potential therapeutic agent against SM injuries.

## 1. Introduction

Sulfur mustard (SM) or bis(2-chloroethyl) sulfide is a powerful bifunctional alkylating and vesicating chemical warfare agent used in numerous military conflicts during the 20th century [1,2]. SM is known as a blistering agent, first introduced as a weapon during World War I. Exposure to SM causes the depletion of cellular antioxidant thiols, mainly glutathione (GSH), which may lead to accumulation of reactive oxygen species (ROS) and reactive nitrogen species within cells, inactivation of sulfhydryl-containing enzymes, loss of calcium homeostasis, lipid peroxidation, cellular membrane breakdown and, ultimately, cell death [3,4,5,6,7]. These events lead to oxidative stress and macromolecular damage, including DNA, RNA and protein damage, which trigger intricate signaling pathways and modulate gene expression, causing a series of SM-associated toxic responses [5,6,8,9]. In addition, SM or CEES (2-chloroethyl ethyl sulfide, SM analog) caused oxidative stress results in the 8-oxo-2-deoxyguanosine DNA adduct, as well as lipid and protein oxidation, which can cause inflammation and other toxic responses in skin [10,11].

SM is hydrophobic in nature. Therefore, it easily penetrates and accumulates in the lipid component of exposed tissues. In case of contact with skin, SM not only accumulates in the skin, but also distributes to other tissues, such as brain, kidney, muscle, spleen, liver and bone marrow, through the systemic circulation [12]. SM-induced injuries can take several months to heal and require long-term medical treatment. Exposure to SM triggers an array of complex signal transduction pathways, suggesting the need for pleiotropic agents or combination therapies to treat SM-induced injuries. This is consistent with treating diseases with multi-components in traditional Chinese medicine. The exogenous addition of antioxidants, such as GSH, *N*-acetyl cysteine (NAC), vitamin E, superoxide dismutase (SOD), catalase, sulforaphane and quercetin, was reported to attenuate lung and skin injury by SM/CEES [5,11,13,14,15]; however, most of them exhibit a stronger protective effect than therapeutic potential [5,7,16]. Due to the potential for use of SM as a chemical terrorism agent, there is renewed interest in developing effective chemopreventive and therapeutic agents.

In this study, we aimed to investigate the therapeutic effects of the mixture of SA and TFA (MSTF) on SM toxicity and to elucidate the potential molecular mechanisms of MSTF-mediated therapeutic efficacy in Sprague Dawley rats.

## 2. Results

### 2.1. Effect of MSTF on Seven-Day Survival

The effect of MSTF on survival time following SM subcutaneous injection is presented in Figure 1. Survival time was calculated on the basis of a seven-day observation period. In general, the rats began to die on the fourth day after SM subcutaneous injection. Treatment with MSTF at doses of 30, 60 and 120 mg/kg for seven consecutive days after SM subcutaneous injection significantly increased the survival levels of rats compared to the SM-alone group (Figure 1). They were 30% at 30 mg/kg, 80% at 60 mg/kg and 100% at 120 mg/kg for the MSTF treated groups, as compared to 20% in the corresponding SM-only group. The log rank test indicated that the survival curves were significantly different (*p* = 0.0008).

**Figure 1:**
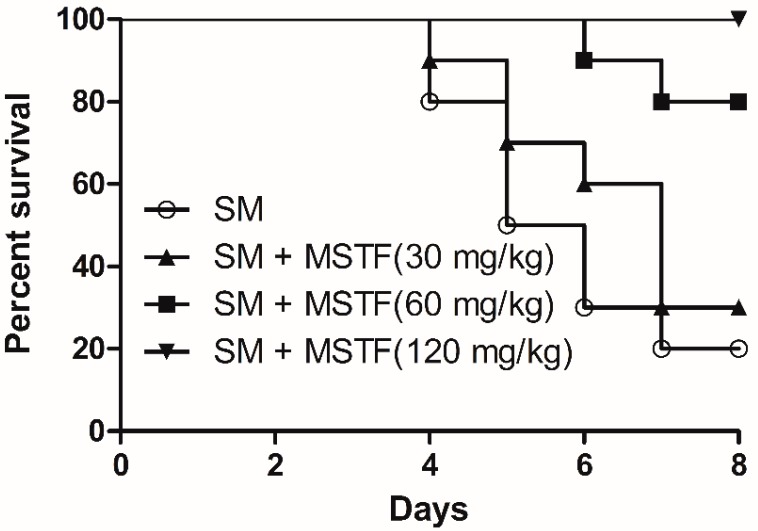
Effect of MSTF (the mixture of SA and TFA) on survival time following sulfur mustard (SM) subcutaneous injection in rats. Survival of rats (*n* = 10 per group) treated with MSTF (30, 60 and 120 mg/kg) once each day for seven consecutive days 1 h after 3.5 mg/kg SM treatment. The survival curves were significantly different as predicted by the log rank test (*p* = 0.0008).

### 2.2. Effect of MSTF on MDA, SOD and GSH

The effect of MSTF on the level of malondialdehyde (MDA), SOD and GSH in the blood seven days after exposure to SM is shown in Table 1. The level of GSH was significantly decreased in the SM group compared to the control. Treatment with MSTF at doses of 60 and 120 mg/kg significantly increased GSH as compared to the SM-only group. However, the levels of SOD and MDA were not significantly altered following subcutaneous injection with SM.

**Table 1:** Effect of MSTF on the antioxidant status in rat blood (*n =* 10 rats/group). The measurement of MDA, SOD and GSH was carried out 7 days after the application of SM (mean ± SD).

Groups	MDA (μmol/mL)	SOD (U/mL)	GSH (µmol/mL)
Control	1.81 ± 0.82	6.13 ± 1.89	7.13 ± 1.26
SM	2.25 ± 0.57	6.22 ± 1.78	4.15 ± 0.77 ^a^
SM + MSTF (30 mg/kg)	2.34 ± 0.61	5.33 ± 1.87	3.37 ± 1.52 ^a^
SM + MSTF (60 mg/kg)	2.32 ± 0.54	5.14 ± 1.21	5.23 ± 1.67 ^b^
SM + MSTF (120 mg/kg)	4.85 ± 0.91 ^a,b^	4.1 ± 1.71	6.86 ± 1.41 ^b^

^a^ *p* < 0.05 as compared to the control group; ^b^ *p* < 0.05 as compared to the SM-only group.

### 2.3. Histologic Observations of the Testis, Small Intestine and Liver Tissues

No obvious anomalies were seen in the testis, small intestine and liver tissues of normal control group rats (Figure 2). Significant pathological changes occurred at three days after SM exposure. Damage in testis, liver and small intestine, such as the decrease of sperm cells, the villus epithelial shedding of small intestinal cells, the defects of the gut mucosal barrier, as well as the mild swelling of liver cells, were observed, respectively (Figure 2B1–3). The damages were ameliorated by MSTF treatment at a dose of 120 mg/kg in the testis, liver and small intestine (Figure 2C1–3). These results illustrated that treatment of rats with MSTF after exposure to SM significantly attenuated the SM-induced morphological changes in the testis, small intestine and liver tissues, confirming the therapeutic effects of MSTF on SM-induced tissue injury.

**Figure 2:**
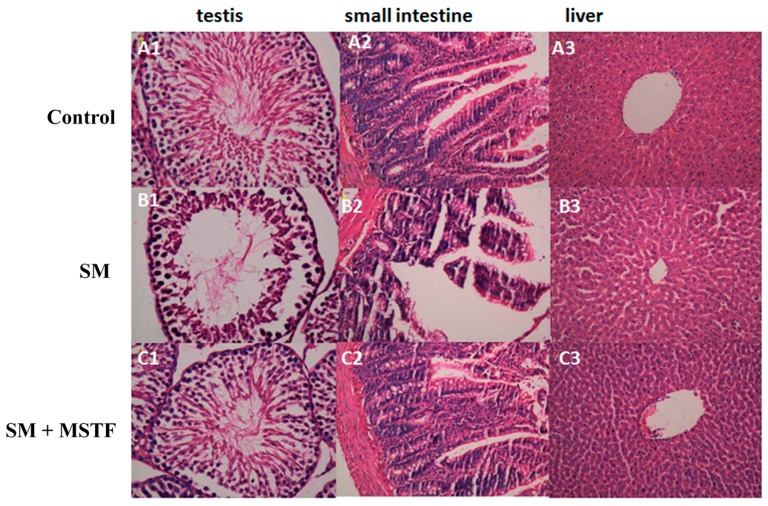
Representative photographs showing the histopathologic changes in testis, small intestine and liver tissues on the third day post-exposure (*n =* 5 rats/group). (**A1**–**A3**) Control (normal) group; (**B1**–**B3**) SM-treated group: the decrease of sperm cells, the villus epithelial shedding of small intestinal cells, the defects of the gut mucosal barrier, as well as the swelling of liver cells; (**C1**–**C3**) SM + MSTF group treated with MSTF (120 mg/kg) 1 h after SM treatment. The damages were ameliorated by MSTF treatment (H&E, 40×).

### 2.4. MSTF Prevents SM-Induced Differential Expression of Many Genes

The liver is considered to be a major target organ of SM-induced toxicity [17]. 

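Liver RNA from 10 rats was hybridized to 10 one-colour Agilent Whole Rat Genome oligo microarrays, 1 array per rat. Sulfur mustard (SM) is an alkylating vesicant, and MSTF is the mixture of salvianolic acids and total flavonoids under test. There were 3 control rats, 4 rats given SM at 3.5 mg/kg (0.7 of the LD50) and 3 rats given the same SM dose and then MSTF at 120 mg/kg 1 h later (SM + MSTF). All livers were taken 24 h after SM. The authors read the scanned images with Feature Extraction, which gives each spot a background-subtracted intensity and a mark for whether it lies well above background, and normalized the arrays by the quantile algorithm. For the values given here, the background-subtracted intensities were quantile normalized across the 10 arrays, put on the log2 scale and averaged over the spots of a probe. Each array carried 41012 probes apart from control spots, and no spot was saturated. The share of probes well above background was 51.9% to 58.6% on the control arrays, 57.3% to 61.4% on the SM arrays and 53.4% to 57.9% on the SM + MSTF arrays. The median ratio of signal to background per array lay between 2.20 and 2.54. The 22991 probes well above background on every array of at least 1 group were tested with limma, with all 10 arrays in 1 fit. A probe is called changed here where its Benjamini-Hochberg adjusted p was under 0.05 and its change at least 1.5-fold. The median standard error of a log2 fold change was 0.15 in SM versus control and 0.16 in SM + MSTF versus control, and the number of arrays limits the precision. The arrays lay on 3 slides. Slide 1 held the 3 controls and SM + MSTF replicate 3, slide 2 held the 4 SM arrays, and slide 3 held SM + MSTF replicates 1 and 2. SM and slide 2 therefore cannot be told apart in any comparison with the SM arrays. Where a probe was not well above background on any array of a group, its change is given as a bound (at least N-fold), taken against the lowest signal well above background on each of those arrays or the probe's own signal where that was higher.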

To further investigate the potential molecular basis of the therapeutic effects of MSTF on SM-induced damage, gene expression analysis was conducted on rat liver tissues 24 h after the application of SM using microarrays. 

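Over control, SM and SM + MSTF, limma's moderated F-test found 475 of the 22991 tested probes at an adjusted p under 0.05, and 3920 at an unadjusted p under 0.05. One-way ANOVA on the same values found 3783 probes at an unadjusted p under 0.05 and 123 after Benjamini-Hochberg adjustment. The alternative with the highest count was one-way ANOVA on the authors' deposited normalized values of all 41012 probes, a setting chosen after seeing the data. It gave 4869 probes at an unadjusted p under 0.05, which is 11.9% of the probes, where 2051 would pass by chance alone, and 119 of these passed after Benjamini-Hochberg adjustment. The F-test count without SM replicate 1 was 64, and without SM + MSTF replicate 3 it was 857.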

A heatmap is generated (Figure 3) representing 4869 transcripts (probe sets) comparing significantly differentially regulated genes (*p* < 0.05) for each treatment condition (SM, SM + MSTF) *versus* untreated controls by using one-way analysis of variance (one-way ANOVA) (Table S1 in the Supplementary Information). 

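Over the 22986 tested probes with a value on all 10 arrays, the mean Euclidean distance on the log2 scale between arrays of 1 group was 60.0 among the controls, 66.6 among the SM arrays and 79.6 among the SM + MSTF arrays. Between groups it was 77.6 for control and SM, 75.1 for control and SM + MSTF, and 83.4 for SM and SM + MSTF. Arrays of different groups lay 10.8 farther apart on average than arrays of the same group (exact permutation test over 4200 assignments, one-sided, p = 0.000476, the smallest p this design allows). The SM + MSTF arrays were spread more widely among themselves than the distance from control to SM + MSTF.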

Cluster analysis of the microarray results revealed that three or four rats from the same group were the closest, indicating that all of the experimental data in this study are reliable.

**Figure 3:**
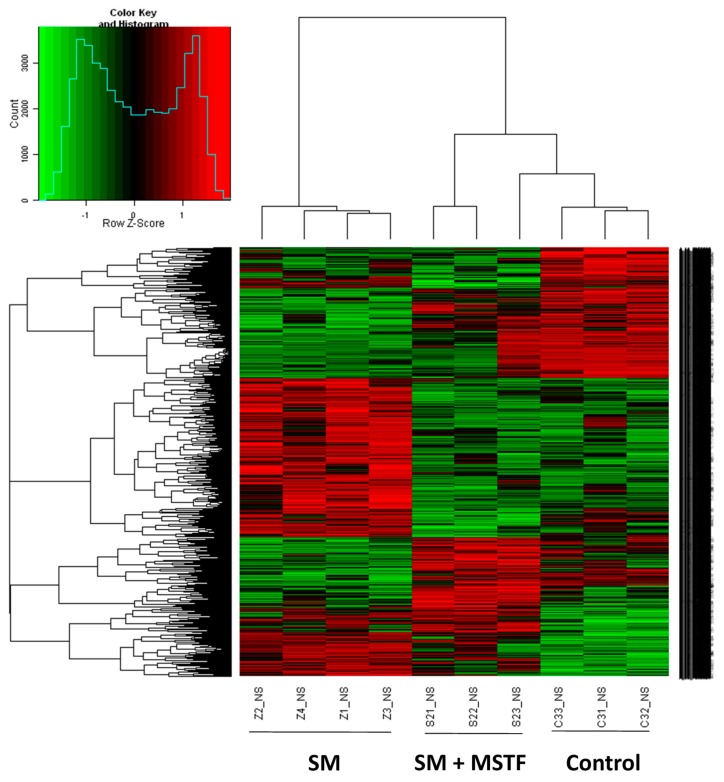
Hierarchical cluster analysis of individual rats according to the profile of gene expression examined. The whole genome microarray was conducted on rat liver tissues 24 h after the application of SM. Then, 4869 transcripts (probe sets) were organized by hierarchical clustering based on overall similarity in expression patterns. Red represents relative expression greater than the median expression level across all samples, and green represents an expression level lower than the median. Black indicates intermediate expression. Rats from the same treatment group are the closest. The control group is close to the SM + MSTF group treated with MSTF (120 mg/kg) 1 h after SM treatment and clearly separate from the SM-only-treated group.

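In average-linkage and complete-linkage trees over all tested probes, the control arrays joined each other first, as did the SM arrays. SM + MSTF replicates 1 and 2 joined the controls, and SM + MSTF replicate 3 joined last. On the 3783 probes that one-way ANOVA selected, SM + MSTF replicate 3 joined the controls before it joined the other SM + MSTF arrays. On those probes its mean distance was 28.4 to the controls and 30.1 to SM + MSTF replicates 1 and 2, which lay 35.6 and 36.0 from the controls. SM + MSTF replicate 3 was hybridized on the slide of the control arrays.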

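Over all tested probes, the controls lay 2.49 farther from the SM arrays than from the SM + MSTF arrays, which is not beyond what relabelling the 7 treated arrays gives (exact permutation test over 35 assignments, two-sided, p = 0.514). The difference changed sign under normexp background correction (-1.40, p = 0.657 by the same exact test) and without SM + MSTF replicate 2 (-0.659, p = 0.80 by the same exact test). On the probes selected by one-way ANOVA the difference was 10.4 (exact permutation test, two-sided, p = 0.0286, the smallest p that 35 assignments allow), with a mean distance of 43.8 from control to SM and 33.3 from control to SM + MSTF. That selection used the same arrays and took probes for differing among the groups.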

A combined algorithm with a simple Student’s *t*-test and fold change was used to find differentially-expressed genes. By a threshold of *p* < 0.05 and absolute fold change (FC) ≥ 1.5, 1037 differentially-expressed genes (transcripts) were selected by comparison between SM and wild-type (control) samples (Table S2 in the Supplementary Information). 

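In SM versus control, limma called 552 of 22991 probes changed. At an unadjusted p under 0.05 there were 3765 probes (16.4%), and 1290 of them changed at least 1.5-fold. All 4 SM arrays lay above, or all below, the 3 controls for 4134 probes (18.0%), where chance gives 5.71%. Of the 552 called probes, 528 are in Table S2. The methods' t-test at its unadjusted threshold with the fold minimum called 1033 probes, and 112 after Benjamini-Hochberg adjustment. Of the arrays left out in turn, control replicate 2 moved the count most, to 64. With the slide as a random block 85 probes were called. Most of the probes chosen by size of change were not well above background in 1 of the groups, so they are not ranked by size. Among the 5 named probes with the largest fitted fall, LOC691998 had a mean log2 signal of 6.51 ± 0.43 (SD, n = 3) in control and 2.44 ± 0.23 (SD, n = 4) in SM. It was at least 5.91-fold lower (limma adjusted p = 0.000129). Lrp1b was at least 2.60-fold lower (adjusted p = 0.000885), Mospd2 at least 3.59-fold lower (adjusted p = 0.0264) and Atad2 at least 1.58-fold lower (adjusted p = 0.00957), and none of these 4 was well above background on any SM array. Prp25l1, well above background on all 3 control arrays and on 2 of the 4 SM arrays, had a log2 fold change of -2.86 (standard error 0.30, adjusted p = 0.00311). Among the 5 with the largest fitted rise, the olfactory receptor Or5p4 was at least 4.46-fold higher (adjusted p = 0.00311), Or4d10 at least 1.56-fold higher, RGD1564690 at least 2.85-fold higher, Anks6 at least 2.04-fold higher and Krt6c at least 1.71-fold higher. None of these 5 was well above background on any control array.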

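Of the 552 probes called in SM versus control, 328 were lower and 224 were higher in SM (40.6% higher). Of the 224 higher probes, 56 were not well above background on any control array, and of the 328 lower probes, 37 were not well above background on any SM array. Under 75th percentile scaling, 46.5% of the called probes were higher. Under normexp background correction the split was 38 higher and 178 lower, that is 17.6% higher.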

Among the genes originally displaying FC ≥ 1.5, 590 were downregulated and 447 upregulated. 

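In SM + MSTF versus control, limma called 0 of 22991 probes changed, with a smallest adjusted p of 0.246. At an unadjusted p under 0.05 there were 2193 probes, 691 of them changed at least 1.5-fold, and the methods' t-test called 166. The self-test with 200 probes changed by 1.5 on the log2 scale recovered 180 of them in this comparison. Its noise was independent between probes and equally spread in all groups. Its changes were larger than the median size of the SM calls, which was 1.02 below and 0.98 above the median signal. The self-test therefore does not give the power for changes of that size or smaller on these arrays. The SM + MSTF and control arrays did not overlap for 3548 probes (15.4%), where chance gives 10%. Of the 552 probes called in SM versus control, 417 (75.5%) changed in SM + MSTF in the same direction as in SM. Both comparisons share their controls, and in data simulated with no change in SM + MSTF the median share by limma was 67.0% with shrunken effect sizes and 71.5% with the fitted ones. A change of at least 1.5-fold in that direction was seen for 191 of the 552 probes (34.6%), against at most 20.0% and 25.6% in the simulated runs, and 179 of these had an unadjusted p under 0.05. The count of 0 depended on SM + MSTF replicate 3. Without it, 247 probes were called, 9 higher and 238 lower. With the slide as a fixed block, which leaves SM + MSTF replicate 3 alone to be set against the controls, 291 probes were called. The same form with replicate 1 or 2 alone, both on slide 3, gave 55 and 13. In each of these the lone array is assumed to vary like the arrays of the other groups.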

In the treatment with MTSF groups, only 64 out of 1037 genes were still differentially expressed in response to SM. These results indicate that treatment with MSTF prevented SM-induced differential expression of 93.8% (973 genes) of the genes (Table S3 in the Supplementary Information). 

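None of the 552 probes called in SM versus control was called in SM + MSTF versus control, which is 100% (Clopper-Pearson 95% interval 99.3% to 100%, covering counting error only). The difference between SM + MSTF and SM was tested directly, and 182 of the 552 probes (33.0%, interval 29.1% to 37.1%) were called there in the direction opposite to the SM change, against at most 3.03% in data simulated with SM + MSTF equal to SM. For the remaining probes a difference between the SM and SM + MSTF groups was not shown. In data simulated with SM + MSTF equal to control, the share called opposite ran from 6.02% to 100% with shrunken effect sizes. With the fitted ones it ran from 24.9% to 95.3%. The share called opposite is therefore not the share prevented. The median ratio of the log2 fold change in SM + MSTF to that in SM was 0.373, where 0 is the control level and 1 the SM level, and for single SM + MSTF arrays it was 0.465, 0.530 and 0.111 (SD 0.225, n = 3). In the data simulated with SM + MSTF equal to SM, the lowest median ratio by limma was 0.730. With SM + MSTF equal to control the highest was 0.338 in the first set of runs. The runs added later were taken by direction only. A run among them gave 0.344 for the probes higher in SM and 0.384 for the lower ones, so its ratio over all called probes was above 0.338. In a comparison chosen after seeing the values, the ratio was taken apart by the direction of the SM change. For the 224 probes higher in SM it was 0.0284, and 135 of them were called opposite in SM + MSTF versus SM. For the 328 probes lower in SM it was 0.589, and 47 were called opposite. In data simulated with SM + MSTF equal to control, which share the controls in the same way, the highest values were 0.354 and 0.384. Under normexp background correction the median ratio over the probes called there was 0.624, and with the slide as a random block 0.0720. Leaving out 1 array at a time, it was 0.0461 (without control replicate 2) to 0.586 (without SM + MSTF replicate 3). The share called opposite then ran from 16.8% (without SM + MSTF replicate 1) to 76.6% (without control replicate 2). Each of these values rests on 1 slide of SM arrays that held no other group. From the number of genes that no longer passed its threshold in SM + MSTF, the paper concludes that treatment with MSTF prevented most of the differential expression caused by SM.

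**Figure D1:**
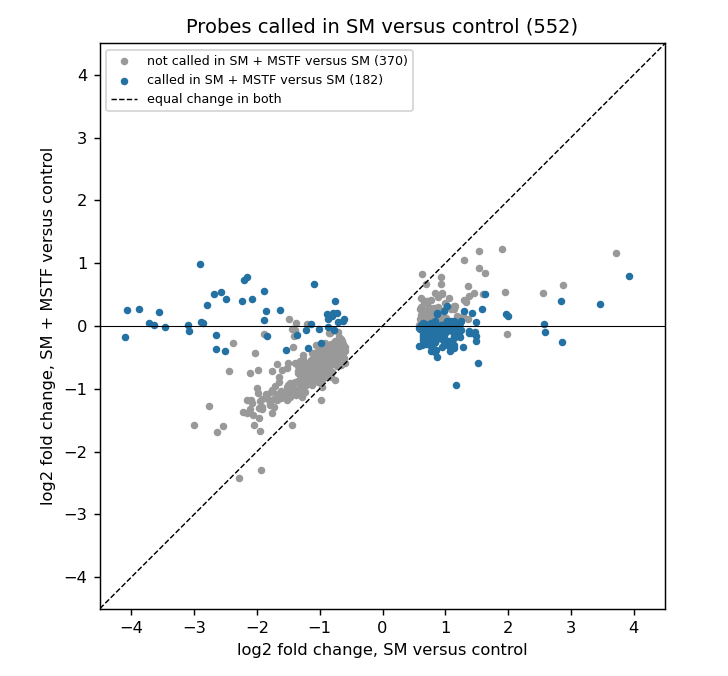
Log2 fold change in SM + MSTF versus control (vertical axis) against that in SM versus control (horizontal axis) for the 552 probes called in SM versus control. Each point is 1 probe, blue for the 182 called in the opposite direction in SM + MSTF versus SM and grey for the 370 others, and the dashed line marks an equal change in both comparisons. Most probes higher in SM lie near 0 on the vertical axis, while most probes lower in SM lie between 0 and the dashed line.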

We focused on these genes for which SM-induced alteration of expression was abolished or attenuated by MSTF treatment, as these genes might be regulated by MSTF and involved in the protective effects on SM.

Gene ontology (GO) annotation was further performed for these genes in terms of biological process, molecular function and cellular component. The distribution of the genes in different GO categories at Level 2 is shown in Figure 4. The highly-represented GO terms were cellular process, biological regulation, metabolic process and response to stimulus for biological processes, binding, catalytic activity and molecular transducer activity for molecular function, cell parts, cells and organelles for the cellular component.

**Figure 4:**
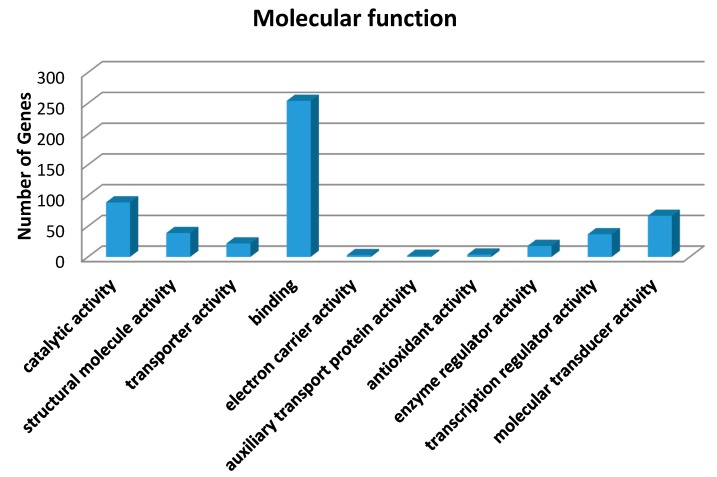

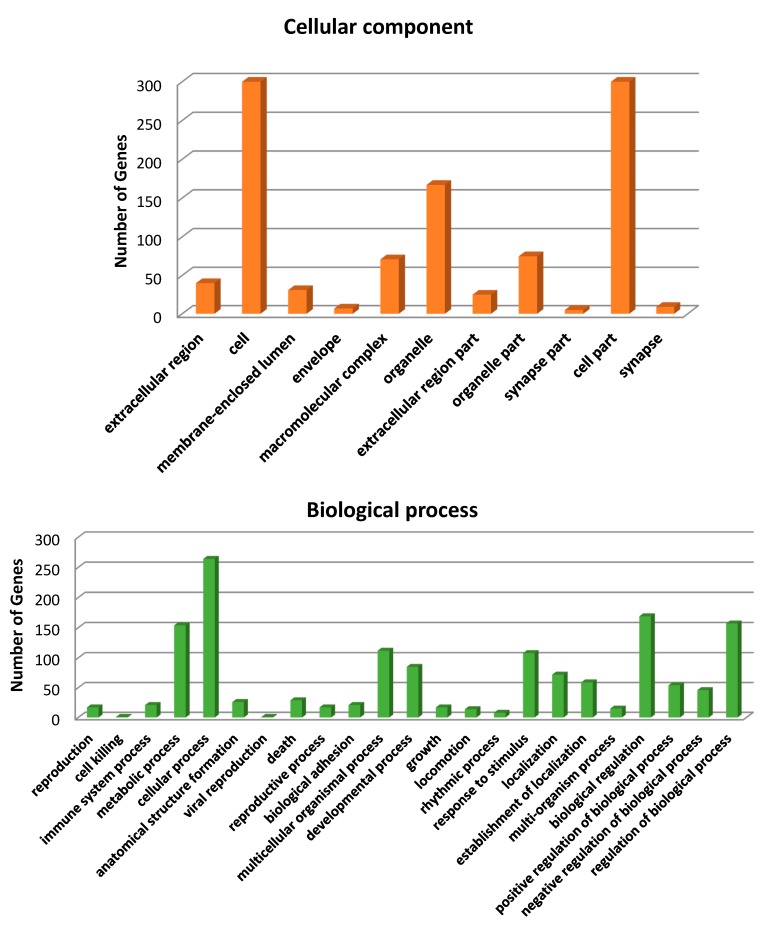
Gene ontology (GO) analysis of 973 genes in which SM-induced alteration of expression was abolished or attenuated by MSTF treatment. These genes of liver tissue were subject to GO analysis using the SBC (Shanghai Biotechnology Corporation) Analysis System (http://sas.ebioservice.com/portal/root/molnet_shbh/index.jsp) and the results summarized in a bar chart showing the number of genes associated with GO terms. GO (Level 2) for the transcriptome under molecular function, cellular component and biological process.

Pathway enrichment analysis indicated that these genes were mainly involved in a total of 36 pathways, such as the MAPK signaling pathway, pathways in cancer, focal adhesion, cell adhesion molecules (CAMs), antigen processing and presentation, purine metabolism and the p53 signaling pathway (Figure 5). For example, the 12 genes presented in Table 2 were involved in MAPK pathways. 

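Of the 12 genes of Table 2, 6 were higher and 6 lower in SM, and all 12 changed less in SM + MSTF than in SM on the probes of that table. The study picked these genes from those that lost their call in SM + MSTF, so a smaller change there was favoured by the choice. In SM versus control 6 were called changed over all probes tested and 10 when adjusted over the list alone, that is over the 37 genes of Tables 2–6 together, which is not independent evidence because the study chose the list on these arrays. Of the 12, 3 were called in SM + MSTF versus SM, namely Cacna1e, Fgfr3 and Hspa8, and 6 adjusted over the list alone. Fgfr3 had a log2 signal of 8.47 ± 0.31 (SD, n = 3) in control, 9.68 ± 0.41 (SD, n = 4) in SM and 8.32 ± 0.16 (SD, n = 3) in SM + MSTF, a log2 fold change of 1.21 in SM versus control (standard error 0.23, limma adjusted p = 0.0272) and of -1.36 in SM + MSTF versus SM (adjusted p = 0.0229). Hspa8 changed by -1.13 in SM (standard error 0.20, adjusted p = 0.0250) and by 1.17 in SM + MSTF versus SM (adjusted p = 0.0255), and its other 3 probes gave smaller falls in SM of -0.49, -0.49 and -0.46. Fgf22 was not well above background on any control or SM + MSTF array, and it was at least 1.38-fold higher in SM (adjusted p = 0.0248). Hspa1b fell by 2.06 in SM (standard error 0.53, adjusted p = 0.0781) and Jun by 0.68 (adjusted p = 0.313), so neither was called. In SM + MSTF versus control, Jun was still at -0.58 and Dusp8, called in SM at -0.82, at -0.59. A second probe of Rap1b did not fall in SM, with a log2 fold change of 0.03, while the probe of Table 2 was at -0.62. As a set, the 12 genes went both ways and did not stand apart from the other genes in SM or in SM + MSTF versus SM (camera adjusted p = 0.693 in both).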

Other pathways examined include: pathways in cancer (Table 3: 10 genes), focal adhesion (Table 4: 10 genes), cell adhesion molecules (CAMs) (Table 5: 10 genes) and antigen processing and presentation (Table 6: 9 genes).

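In SM versus control, 7 of the 10 genes of Table 3 were called changed (8 adjusted over the list alone), 4 of 10 of Table 4 (9), 3 of 10 of Table 5 (9) and 3 of 9 of Table 6 (9). For SM + MSTF versus SM, 1 gene of Table 3 was called, 1 of Table 4, 2 of Table 5 and 2 of Table 6, and adjusted over the list alone 3, 2, 5 and 3. Over the 37 genes of Tables 2–6, 17 were higher and 20 lower in SM, 16 were called in SM versus control, 0 in SM + MSTF versus control and 7 in SM + MSTF versus SM, and 35 changed less in SM + MSTF than in SM. With the slide as a random block, 0 of the 37 were called in SM versus control. The exceptions were Col1a1, at -0.99 in SM and -1.04 in SM + MSTF on the log2 scale, and Cldn9, at -0.74 and -0.81. A second probe of Col1a1 was at -0.42 and -0.35. For 34 of the 37 genes the SM and control arrays did not overlap, but the genes were chosen on these arrays for differing. The study also picked them from genes that lost their call in SM + MSTF. That choice favours a smaller change there and a reversal in SM + MSTF versus SM, for single genes and for sets. As sets in SM versus control, Table 3 stood apart upwards (7 of 10 genes higher, mean log2 fold change 0.32, camera adjusted p = 0.00557), Table 4 downwards (7 of 10 lower, mean -0.36, adjusted p = 0.0225), and Table 5 by camera in neither direction (5 of 10 higher, mean 0.00, median -0.02, adjusted p = 0.801). In SM + MSTF versus SM, Table 3 stood apart downwards (7 of 10 lower, mean -0.40, adjusted p = 0.000804), while Table 4 (mean -0.01, median 0.15, tested upwards, adjusted p = 0.882) and Table 5 (mean -0.12, adjusted p = 0.349) did not by camera. Camera was run with a preset correlation between genes of 0.01. Of the 5 sets past the threshold over both comparisons, 2 were past it with an estimated correlation, namely Table 3 in SM + MSTF versus SM and Table 6 in SM versus control, and fry called 7 of the 10 tests. Beyond the 5 of camera, fry called Table 5 in SM versus control (upwards, adjusted p = 0.0138) and in SM + MSTF versus SM (downwards, adjusted p = 0.00533). Cldn1, at -0.66 in SM on the probe of Table 5, was at 0.42 on a second probe, and in SM + MSTF versus SM these probes were at 0.60 and -0.05.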

**Figure 5:**
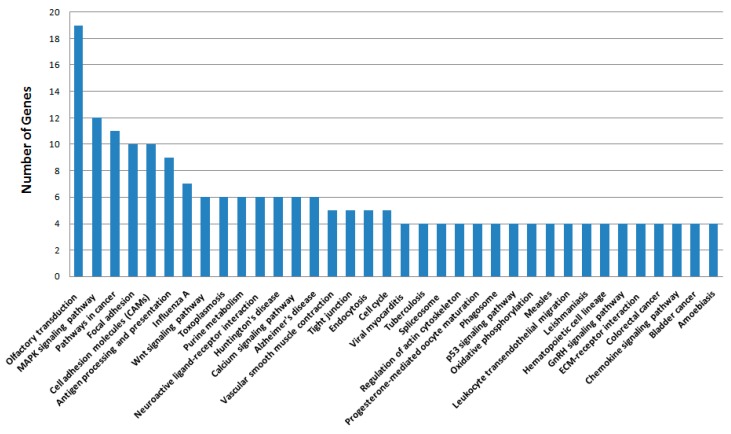
KEGG pathway analysis of 973 genes in which SM-induced alteration of expression was abolished or attenuated by MSTF treatment. These genes of liver tissue were subject to KEGG pathway analysis using the SBC Analysis System (http://sas.ebioservice.com/protal/root/molnet_shbh/index.jsp) and the results summarized in a bar chart showing the number of genes associated with each cellular pathway/process (*n* ≥ 4 genes).

**Table 2:** List of 12 genes involved in the MAPK signaling pathway. These SM-induced alterations of expression were abolished or attenuated by MSTF treatment.

Gene ID	Symbol	Description	Fold Change	
			SM	SM + MSTF
170579	*Fgf22*	fibroblast growth factor 22	1.74	1.21
54234	*Cacna1e*	calcium channel, voltage-dependent, R type, α 1E subunit	1.53	1.01
84489	*Fgfr3*	fibroblast growth factor receptor 3	2.35	0.9
292763	*Map4k1*	mitogen-activated protein kinase kinase kinase kinase 1	0.66	0.99
114495	*Map2k6*	mitogen-activated protein kinase kinase 6	1.52	0.76
94202	*Ptprr*	protein tyrosine phosphatase, receptor type, R	1.63	1.01
361679	*Dusp8*	dual specificity phosphatase 8	0.56	0.67
294254	*Hspa1b*	heat shock 70-kD protein 1B (mapped)	0.24	0.46
24516	*Jun*	jun proto-oncogene	0.64	0.67
24471	*Hspb1*	heat shock protein 1	1.72	1.36
24468	*Hspa8*	heat shock 70-kDa protein 8	0.47	1.03
171337	*Rap1b*	RAP1B, member of the RAS oncogene family	0.65	0.82

**Table 3:** List of 10 genes involved in pathways in cancer. These SM-induced alterations of expression were abolished or attenuated by MSTF treatment.

Gene ID	Symbol	Description	Fold Change	
			SM	SM + MSTF
691155	*Ccdc6*	coiled-coil domain containing 6	1.66	1.32
58919	*Ccnd1*	cyclin D1	0.56	0.73
24337	*Erbb2*	v-erb-b2 avian erythroblastic leukemia viral oncogene 2	0.6	0.69
25163	*Cdkn2a*	cyclin-dependent kinase inhibitor 2A	1.67	1.19
170579	*Fgf22*	fibroblast growth factor 22	1.74	1.21
84489	*Fgfr3*	fibroblast growth factor receptor 3	2.35	0.9
114517	*Itga6*	integrin, α 6	1.51	1.08
24516	*Jun*	jun proto-oncogene	0.64	0.67
25682	*Ppard*	peroxisome proliferator-activated receptor δ	1.57	0.88
363595	*Tcf7*	transcription factor 7 (T-cell specific, HMG-box)	1.68	1.02

**Table 4:** List of 10 genes involved in focal adhesion. These SM-induced alterations of expression were abolished or attenuated by MSTF treatment.

Gene ID	Symbol	Description	Fold Change	
			SM	SM + MSTF
29161	*Cav3*	caveolin 3	1.61	0.76
58919	*Ccnd1*	cyclin D1	0.57	0.73
29393	*Col1a1*	collagen, type I, α 1	0.51	0.49
84352	*Col1a2*	collagen, type I, α 2	0.65	0.76
114517	*Itga6*	integrin, α 6	1.51	1.08
24516	*Jun*	jun proto-oncogene	0.64	0.67
24337	*Erbb2*	v-erb-b2 avian erythroblastic leukemia viral oncogene 2	0.6	0.7
362973	*Parvb*	parvin, β	1.57	1.2
171337	*Rap1b*	RAP1B, member of RAS oncogene family	0.65	0.82
116669	*Vwf*	von Willebrand factor	0.5	0.78

**Table 5:** List of 10 genes involved in cell adhesion molecules. These SM-induced alterations of expression were abolished or attenuated by MSTF treatment.

Gene ID	Symbol	Description	Fold Change	
			SM	SM + MSTF
24931	*Cd8b*	CD8b molecule	1.53	1.02
65129	*Cldn1*	claudin 1	0.64	0.96
315953	*Cldn18*	claudin 18	1.94	0.99
287099	*Cldn9*	claudin 9	0.61	0.59
114517	*Itga6*	integrin, alpha 6	1.51	1.08
171297	*Nlgn3*	neuroligin 3	1.5	0.88
24699	*Ptprc*	protein tyrosine phosphatase, receptor type, C	0.66	0.98
294269	*RT1-Da*	RT1 class II, locus Da	0.59	0.97
294270	*RT1-Db1*	RT1 class II, locus Db1	0.65	0.92
363930	*Selplg*	selectin P ligand	1.66	1.05

**Table 6:** List of 9 genes involved in antigen processing and presentation. These SM-induced alterations of expression were abolished or attenuated by MSTF treatment.

Gene ID	Symbol	Description	Fold Change	
			SM	SM + MSTF
294254	*Hspa1b/Hsp70*	heat shock 70 kD protein lB (mapped)	0.24	0.46
24468	*Hspa8/HSP70*	heat shock 70 kD protein 8	0.47	1.03
25599	*Cd74/Ii/SLIP/CLIP*	Cd74 molecule, major histocompatibility complex, class II invariant chain	0.62	0.81
24931	*Cd8b/CD8*	CD8b molecule	1.53	1.02
500338	*Klrc3/KIR*	killer cell lectin-like receptor subfamily C, member 3	0.51	0.77
29684	*Klrc2/KIR*	killer cell lectin-like receptor subfamily C, member 2	0.53	0.79
25110	*Klrd1/KIR*	killer cell lectin-like receptor subfamily D, member 1	0.44	0.96
294269	*RTl-Da/MHCII*	RTl Class II, locus Da	0.59	0.97
294270	*RTl-Db1/MHCII*	RTl Class II, locus Db1	0.65	0.92

To validate the consistency of microarray analysis in the present study, we compared the gene expression levels of selected genes between microarray and real-time PCR. We determined the mean value of expression of the selected genes in five independent rats from each exposure group. This was compared to those in pooled RNA from five non-SM-exposed rats. The qualitative changes in gene expression levels were consistent between these analyses (Figure 6).

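On the arrays, Fgfr3, Cdkn2a, Cacna1e, Ppard, Cldn18 and Tcf7 of Figure 6 were higher in SM than in control, and Map4k1, Hspa8 and RT1-Da were lower. All 9 genes were nearer to the control level in SM + MSTF. They are among the genes of Tables 2–6, which the study picked from those that lost their call in SM + MSTF. Cdkn2a had a log2 fold change in SM versus control of 0.75 (standard error 0.11, limma adjusted p = 0.0155), Cacna1e of 0.61 (standard error 0.11, adjusted p = 0.0260), Cldn18 of 0.94 (standard error 0.17, adjusted p = 0.0267) and Tcf7 of 0.74 (standard error 0.15, adjusted p = 0.0338), and all were called. Map4k1 at -0.63 (standard error 0.18, adjusted p = 0.120), RT1-Da at -0.76 (standard error 0.21, adjusted p = 0.0962) and Ppard at 0.62 (standard error 0.29, adjusted p = 0.328) were not called. Map4k1 in SM replicate 4 was at 6.61, near the control mean of 6.71, while the other 3 SM arrays lay between 5.89 and 5.93. When SM + MSTF was set against SM, Cacna1e (-0.59, adjusted p = 0.0348) and Cldn18 (-0.95, adjusted p = 0.0333) were called, and Cdkn2a (-0.50, adjusted p = 0.0686) and Tcf7 (-0.72, adjusted p = 0.0528) were not. Actb, the gene to which the PCR was normalized, had a log2 fold change of 0.04 in SM (adjusted p = 0.944). The PCR values come from other rats and were not analysed here.

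**Figure D2:**
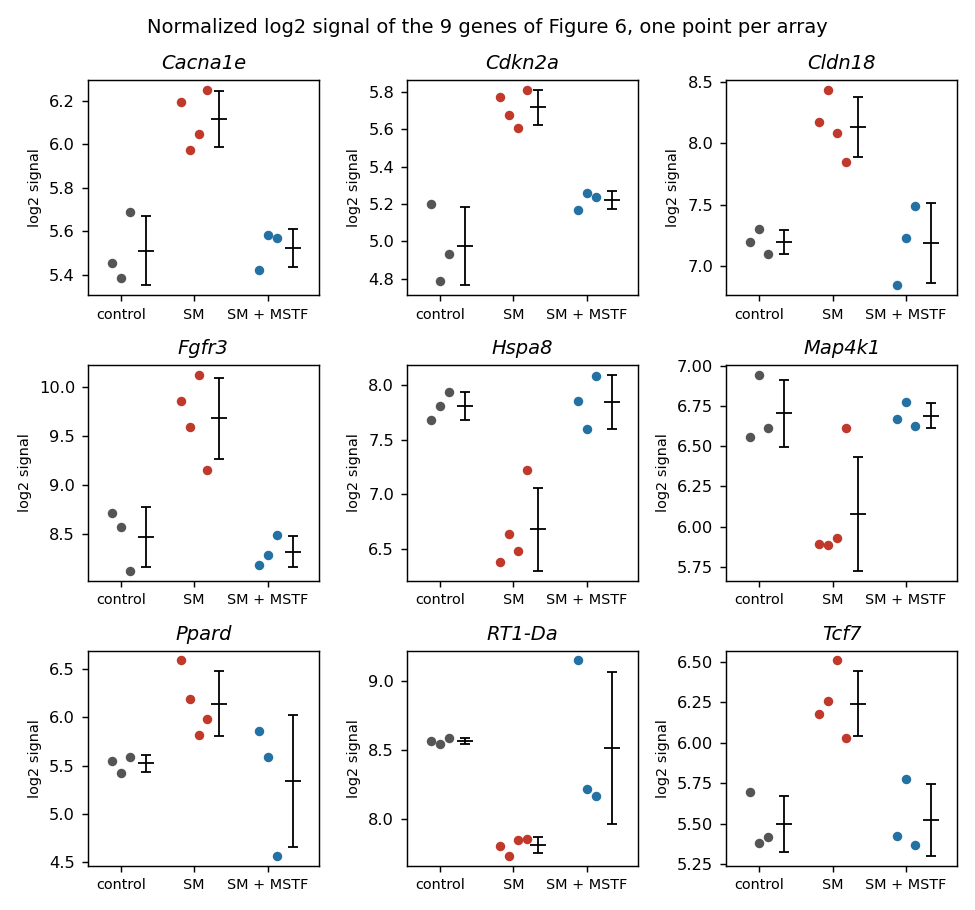
Normalized log2 signal (vertical axes, not starting at 0) of the 9 genes of Figure 6 in control, SM and SM + MSTF. Each point is 1 array, and the bars show the mean and SD of the 3, 4 and 3 arrays. In every gene the SM + MSTF mean lies nearer to the control mean than the SM mean does, and for RT1-Da 2 of the SM + MSTF arrays lie between the SM and control means and 1 lies above both.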

**Figure 6:**
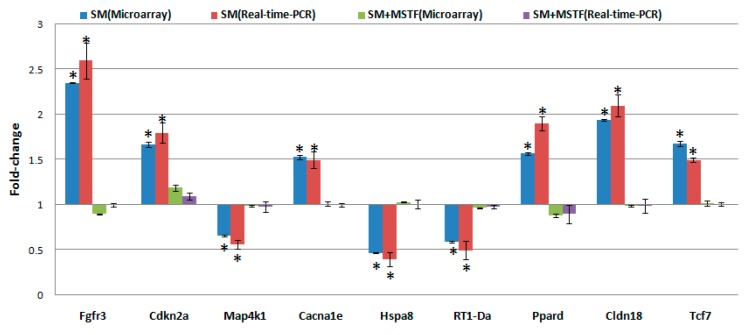
Quantitative real-time PCR confirmation of the microarray data. qRT-PCR was performed on nine genes that showed differential expression in treatment groups (SM, SM + MSTF) *versus* untreated controls. Gene expression levels are shown as the mean normalized to the expression of the housekeeping gene β-actin. Each sample was measured in triplicate. Columns, mean of three or four rats in the microarray experiment or a mean of five rats in PCR; bars, SD. Asterisks indicates statistical significance compared to the control (non-SM exposed rats) by the *t*-test (*p* < 0.05). The comparison of the fold change produced by the microarray with the relative expression ratio obtained from real-time PCR, with good concordance.

## 3. Discussion

Although oxidative stress and inflammation in vesicant-related injury are reported as major consequences of vesicant exposure, antioxidants, scavengers and anti-inflammatory drugs alone do not exhibit potent therapeutic effects [16,18]. This suggests that agents are needed with diverse activity towards multiple pathways, including targeting oxidative stress and inflammation. MSTF is the mixture of salvianolic acids (SA) of S*alvia miltiorrhiza* and total flavonoids (TFA) of *Anemarrhena asphodeloides*. SA is the most abundant water-soluble phenolic compound extracted from Radix S*alvia miltiorrhiza* (Danshen). Due to the polyphenolic structure, SA was thought to be comprised of free radical scavengers. Indeed, SA was found to have potent anti-oxidative capabilities *in vitro* and *in vivo* [19]. SA possessed a variety of biological and pharmaceutical activities, such as protecting effects against impaired vascular responsiveness in streptozotocin-induced diabetic rats, the cardioprotective effects on animal models of heart hypoxia/reoxygenation injury, the antiplatelet and antithrombotic activities in an arterio-venous shunt model and protective effects against carbon tetrachloride or concanavalin A-induced acute liver damage [20,21,22,23,24]. Total flavonoids (TFA) were extracted from the rhizome of *Anemarrhena asphodeloides* (Zhimu) used as an antipyretic, anti-inflammatory, anti-diabetic and antidepressant in traditional Chinese medicine [25]. TFA is composed of 16 flavonoid compounds, including xanthones, mangiferin, ismangiferin, neomangiferin and 1,4,5,6,-tetrahydroxyxanthone. TFA showed valuable bioactivities, such as anti-oxidation, anti-virus, anti-inflammation, anti-skin aging and damage, as well as other activities [26,27]. Findings in the present study demonstrated the potent therapeutic efficacy of MSTF in attenuating SM toxic responses. The combination of different types of agents above in MSTF can benefit from each other with different roles in the formula and ultimately gain the goal of enhancing efficacy, which is consistent with the core thinking of traditional Chinese medicine theory. To our knowledge, this is the first time that such a combination has been tested in therapeutic efficacy on SM toxicity.

The threat of warfare mustard vesicants’ exploitation also as potential terrorist agents poses challenges to vesicant research to develop effective medical countermeasures to vesicant injuries [18]. SM-induced injuries can take several months to heal and require long-term medical treatment. Exposure to SM triggers an array of complex signal transduction pathways, suggesting the need for pleiotropic agents or combination therapies to treat SM-induced injuries. The present study revealed that the treatment with MSTF significantly increased the survival levels of rats (Figure 1) and attenuated the SM-induced morphological changes in the testis, small intestine and liver tissues (Figure 2), confirming the potent therapeutic efficacy of MSTF in attenuating SM-induced toxic responses.

Exposure to SM or CEES (2-chloroethyl ethyl sulfide, SM analog) has been shown to deplete glutathione (GSH) stores *in vitro* and *in vivo* [13,28,29]. GSH depletion may inhibit further clearance of SM and, importantly, elicit oxidative stress, lipid peroxidation and macromolecular damage [10,28,30]. In line with these ideas, supplementation with GSH or GSH analogs protected against CEES- or SM-induced cytotoxicity in a number of cell lines [15], whereas blocking GSH synthesis rendered cells more sensitive to mustard toxicity [13]. Treatment with GSH was shown to increase the viability of keratinocytes exposed to CEES [7]. Consistent with these, in this study, MSTF treatment 1 h after SM subcutaneous injection significantly elevated the levels of GSH compared to the SM-only group, which strongly suggests that MSTF improves the animal survival level and inhibits the toxic effects of SM by elevating the levels of GSH. A previous study reported the dose- and time-dependent effects of SM on the antioxidant system and lipid peroxidation in liver and brain of rats [31]. At SM doses lower than 10 mg/kg after two and seven days of exposure, no significant change in GSH and malondialdehyde (MDA) levels were observed [31]. In this study, at a single dose of 3.5 mg/kg SM after seven days of exposure, no significant changes in superoxide dismutase (SOD) and MDA levels were observed.

The liver was considered to be a major target organ of SM-induced toxicity either after a single dose or repeated doses [17]. To gain insight into the molecular mechanism of the therapeutic effects of MSTF on SM toxicity, gene expression analysis was conducted on rats liver tissues using microarrays. 

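In the direct comparison of SM + MSTF with SM, limma called 290 of 22991 probes, 74 higher and 216 lower in SM + MSTF (25.5% higher). At an adjusted p under 0.05 without the fold minimum there were 313, at an unadjusted p under 0.05 there were 3658, and the smallest adjusted p was 7.43e-05. Of the 290 probes, 182 were also called in SM versus control and 108 were not. The SM + MSTF and SM arrays did not overlap for 3375 probes (14.7%), where chance gives 5.71%. The methods' t-test called 677 probes and 0 after Benjamini-Hochberg adjustment. Under normexp background correction 58 probes were called, and under 75th percentile scaling 378, of which 15.3% were higher. Without SM replicate 1 the count was 98, without SM replicate 3 it was 118 and without SM + MSTF replicate 1 it was 114. The SM arrays shared a slide with no other group. LOC691998 was at least 7.02-fold higher in SM + MSTF than in SM, and Or5p4 at least 4.30-fold lower (limma adjusted p = 0.00870).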

In the present study, gene expression profiles revealed a dramatic effect of MSTF on alterations of gene expression caused by SM. Interestingly, MSTF treatment prevented SM-induced differential expression of 93.8% (973 genes) of genes. 

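Of the 973 probes that Table S3 lists as prevented, 196 (20.1%) were called in SM + MSTF versus SM by limma, opposite to the SM change. By the columns of the paper's Table S3, 274 of the 973 still differed at least 1.5-fold between SM + MSTF and control, 270 of them in the direction of the SM change, 32 had a p-value under 0.05, and 0 met both criteria. In a check added after the tests were planned, the methods' t-test and fold criteria were applied to the 4 SM arrays alone, with 2 of them called against the controls and the other 2 then set against the controls, 48.2% to 65.8% of the calls were not called in the second pair over the 6 splits, with median ratios of 0.751 to 0.919. For SM + MSTF under that rule 94.0% were not called and the median ratio was 0.420. The 2 values are not alike, since the check had 2 arrays on each side and SM + MSTF had 3, called on 4 SM arrays. Both sides of the check also lay on the SM slide and the SM + MSTF arrays on other slides. The check therefore cannot tell an effect of MSTF from one of the SM slide. Under the same rule, the lowest median ratio in data simulated with SM + MSTF equal to SM was 0.508, and the highest with SM + MSTF equal to control was 0.498.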

We focused on these genes regulated by SM, and these alterations of expression were abolished or attenuated by MSTF treatment, as these genes might be regulated by MSTF and involved in reversing the toxic effects of SM exposure. Gene ontology mapping of these gene sets revealed several major biological processes, which were cellular process, biological regulation, metabolic processes and response to stimulus (Figure 4). Pathway enrichment analysis indicated that these genes were mainly involved in a total of 36 pathways (Figure 5). Many of these pathways were reported to be induced by SM in the previous studies, such as the MAPK signaling pathway [32,33,34,35,36], pathways in cancer [32], antigen processing and presentation [37], cell adhesion molecules (CAMs) [36,37], cell cycle [32], the p53 signaling pathway [32,36], vascular smooth muscle contraction [32], progesterone-mediated oocyte maturation [32], hematopoietic cell lineage [32,36], neuroactive ligand-receptor interaction [36], purine metabolism [32,36], chemokine signaling pathway [32], tight junction [32], bladder cancer [32] and amebiasis [32]. Oxidative stress and inflammation in vesicant-related injury were reported as major consequences of SM exposure [16,18]. MAPK signaling pathways play critical roles in responding to oxidative stress and inflammation [38]. Interestingly, eight of nine SM-induced genes in antigen processing and presentation were significantly downregulated, and these downregulations were abolished or attenuated by treatment with MSTF (Figure 6). In addition, the previous study reported that silibinin (C_25_H_22_O_10_), a flavanone isolated from the seeds of *Silybum marianum,* attenuated sulfur mustard analog (CEES)-induced skin injury by targeting multiple pathways [16]. These data suggest that MSTF attenuates SM-induced injury by targeting multiple pathways, including MAPK signaling pathways, as well as antigen processing and presentation. These studies further give insight into the antioxidant and potential pleiotropic mechanisms of MSTF in reversing the toxic effects of SM. 

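Of the 9 genes of Table 6, 8 were lower in SM than in control, and all 9 changed less in SM + MSTF on the probes of that table. In SM versus control the set stood apart downwards (mean log2 fold change -0.87, camera adjusted p = 4.41e-07, and 0.0378 with an estimated correlation), and in SM + MSTF versus SM upwards (8 of 9 genes higher, mean 0.61, adjusted p = 0.000142). The second was not past the threshold with an estimated correlation (adjusted p = 0.0630), and was under fry (adjusted p = 0.00593). The genes were chosen on these arrays, and the second comparison shares the SM arrays with the first. The study picked them from genes that lost their call in SM + MSTF, so the reversal in the second comparison was favoured by the choice. Among single genes, Klrd1 was at 5.44 ± 0.09 (SD, n = 3) in control, 4.22 ± 0.41 (SD, n = 4) in SM and 5.37 ± 0.36 (SD, n = 3) in SM + MSTF, a log2 fold change of -1.22 in SM (standard error 0.23, limma adjusted p = 0.0278) and of 1.15 in SM + MSTF versus SM (adjusted p = 0.0456). It was well above background on 2 of the 4 SM arrays. Klrc2 changed by -0.92 in SM (standard error 0.16, adjusted p = 0.0254) and by 0.57 in SM + MSTF versus SM (adjusted p = 0.148). Klrc3 at -1.03 (adjusted p = 0.118), Cd74 at -0.70 (adjusted p = 0.0812) and RT1-Db1 at -0.61 (adjusted p = 0.142) were not called in SM. The probes of RT1-Db1 disagreed in SM + MSTF versus SM, at 0.48 on the probe of Table 6, 0.95 on a second and -2.01 on another (adjusted p = 0.113). The last of these was at -0.57 in SM and -2.59 in SM + MSTF versus control, and was well above background on 1 of the 3 SM + MSTF arrays. Cd8b was the gene that was higher, at 0.60 (adjusted p = 0.0811). RT1-Da in SM + MSTF was at 8.51 ± 0.55 (SD, n = 3), a wider spread than the 0.02 of the controls and the 0.06 of the SM arrays.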

MSTF should be further assessed as a potential therapeutic against SM-induced injuries.

## 4. Materials and Methods

### 4.1. Chemicals

SM was prepared by the Chemical Biological Defence Section (Second Military Medical University, Shanghai, China) and was found to be above 99% pure by gas chromatographic analysis. Salvianolic acids (SA) were isolated from Radix *Salvia miltiorrhiza* (Danshen) and obtained from Shanghai Winherb Medical Technology Co. (Shanghai, China). Total flavonoids (TFA) of *Anemarrhena asphodeloides* (Zhimu) were obtained from Guangzhou LifeTech Pharmaceuticals Co. (Guangzhou, China). MSTF was the mixture of SA and TFA (the weight ratio of SA:TFA is 1:4). All other chemicals used were of analytical grade (Sinopharm Chemial Reagent Co., Shanghai, China).

### 4.2. Animals

SD (Sprague Dawley, SD) male rats (200 ± 20 g) were purchased from SLAC laboratory Animal Co., Ltd. (SLAC, Shanghai, China) and divided randomly into several groups. Animals were kept under standard laboratory conditions of temperature, pressure, humidity and a 12-h photoperiod. All animal procedures were performed according to the Guide for the Care and Use of Laboratory Animals recommended by the National Institutes of Health and approved by the Ethics Committee for Animal Experimentation of the Second Military Medical University.

### 4.3. Subcutaneous Injection with SM and Drug Administration

Rats were randomly assigned to one of the five following treatment groups (10 rats per group): normal control, SM and SM + MSTF low, medium and high dose (30, 60, 120 mg/kg body weight/day). For the subcutaneous injection, SM was dissolved in propylene glycol, and 0.1 mL were given using the gas-tight syringe on the back skin of the rats on a circular area of about 1.5 cm in diameter (the hair on the application site was closely clipped 24 h before SM application). The SM was applied as a single dose of 3.5 mg/kg body weight equivalent to 0.7 LD_50_ (7-day observation for mortality) [39,40]. The equivalent volume of solvent was given to control rats. MSTF (120 mg/kg) dissolved in double-distilled water was administered intragastrically 1 h after the application of SM, and after, the same dose of MSTF was given every 24 h. For the survival study, different doses of MSTF were administered to the rats once each day for 7 consecutive days 1 h after SM treatment. We monitored animals three times daily for a period of 7 days to determine survival rates, and moribund animals were euthanized according to humane endpoints. The clinical criteria of moribund are being in the state of dying with no expectation of recovery, where animals display a combination of the following: lowered body temperature, continuous shaking, hunched back, impaired or slow motion and inability to maintain sternal recumbency [41]. Moribund animals were placed in a separate cage with CO_2_ until no breathing was observed, followed by a cervical dislocation as a secondary confirmatory method of euthanasia. Any surviving animals at the end of the study were also subjected to euthanasia by the application of CO_2_ followed by cervical dislocation.

After 7 days, blood samples were obtained from periorbital sinus vein for the evaluation of oxidative markers, such as superoxide dismutase (SOD), reduced glutathione (GSH) and malondialdehyde (MDA).

### 4.4. Enzyme Activity Assay

Blood obtained from the periorbital sinus vein was collected and centrifuged at 3000 rpm for 10 min at 4 °C. The supernatant was used to perform the antioxidant enzyme assays using commercially available ELISA kits (Cayman Chemical Co., Ann Arbor, MI, USA). The plates were read at 450 nm with a correction wavelength of 550 nm on the BioTek Synergy 4 Multi-Mode Microplate Reader (BioTek Instruments, Inc., Winooski, VT, USA).

### 4.5. Sample Collection and Histopathologic Examination

Seventy-two hours following injection with SM, the rats were anesthetized and sacrificed by cervical dislocation. For testis, small intestine and liver histopathology analysis, the sections of tissue were processed for light microscopy. This processing consisted of specimen fixation in 4% buffered neutral formalin solution for 1–2 days, embedding in paraffin wax, slicing sections (5 μm) and staining them with hematoxylin and eosin (H&E). Histopathologic examination was blindly evaluated by a pathologist. In addition, 24 h following injection with SM, the rats were sacrificed. Liver tissues of all groups were processed for the microarray experiment.

### 4.6. Gene Expression Microarray and Data Analysis

The microarray experiments were performed as described previously [42]. The 4 × 44 K Whole Rat Genome Oligo Microarray (Agilent Technologies, Santa Clara, CA, USA) was hybridized with Cy3-labeled cRNA using the Gene Expression Hybridization Kit (Agilent Technologies) in a hybridization oven (Agilent Technologies), according to the manufacturer’s instructions. Raw data were obtained by Feature Extraction software 10.7 (Agilent Technologies) and normalized by the Quantile algorithm, Gene Spring Software 11.0 (Agilent Technologies). The microarray experiments were conducted at the National Engineering Center for Biochip in Shanghai, China, according to the procedures in the Agilent technical manual. After normalization, genes in the treatment groups with at least a 1.5-fold change in expression were considered as upregulated or downregulated in comparison to non-treated groups (control). To determine significant proportions of differentially-expressed genes within treated groups, the hypergeometric probability *p* was calculated. *p* < 0.05 was considered significant.

Microarray data analysis was performed using the SBC Analysis system, which is available on the website: http://sas.ebioservice.com/protal/root/molnet_shbh/index.jsp. The username and password to access this website are available upon request. A general description of the SBC analysis system can be found on the website: http://www.ebioservice.com/eng/index.asp. The microarray data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under Accession Number GSE62994.

### 4.7. Quantitative Real-Time-PCR Array Validation

qRT-PCR was performed essentially as described previously [42]. In total, nine genes were chosen for RT-PCR validation. PCR primers (Table 7) were designed to either span or flank introns by using the ProbeFinder Version 2.50 (http://www.roche-applied-science.com). Data are presented as the mean ± SD.

**Table 7:** Oligonucleotides primers used in this study for quantitative real-time-PCR analysis. The primer sequences were designed by using the ProbeFinder Version 2.50 (http://www.roche-applied-science.com).

Accession No.	Symbol	Primer	Sequence
NM_053429	Fgfr3	Forward	acgccctacgtcactgtactc
		Reverse	gaacctctagctccctgtcg
NM_031550	Cdkn2a	Forward	cagattcgaactgcgagga
		Reverse	tgcagtactaccagagtgtctagga
NM_001106243	Map4k1	Forward	cgcctgtctttcattggaac
		Reverse	cacctttcagggccacag
NM_019294	Cacna1e	Forward	taccgcgcctggatagac
		Reverse	gctgatgttcccgagttttt
NM_024351	Hspa8	Forward	gcacaggaaaggagaacaagat
		Reverse	catgcgctcaatatcctcct
NM_001008847	RT1-Da	Forward	aacgcaacgcagtggaac
		Reverse	tcaatgagctctcacggaag
NM_013141	Ppard	Forward	ggaccagagcacacccttc
		Reverse	gaggaaggggaggaattctg
NM_001014096	Cldn18	Forward	gtgccggccatacttcac
		Reverse	atgcccacgatcatcagg
XM_001073458	Tcf7	Forward	tcccccatactgtgagctg
		Reverse	ggcagggaagtgctgtctat
EF156276	β-actin	Forward	cccgcgagtacaaccttct
		Reverse	cgtcatccatggcgaact

### 4.8. Statistical Analysis

Data were presented as the mean ± SD. One-way analysis of variance (ANOVA) followed by Dunnett’s test was used to examine differences among untreated (control) and treated (SM, SM + MSTF) groups. Differences were considered significant when *p* < 0.05.

## 5. Conclusions

Treatment with MSTF after subcutaneous injection with 3.5 mg/kg SM significantly increased the survival levels of rats and attenuated the SM-induced morphological changes in the testis, small intestine and liver tissues. Treatment with MSTF at doses of 60 and 120 mg/kg caused a significant (*p* < 0.05) reversal in SM-induced GSH depletion. Gene expression profiles revealed that treatment with MSTF had a dramatic effect on gene expression changes caused by SM. Treatment with MSTF prevented SM-induced differential expression of 93.8% (973 genes) of 1037 genes. Pathway enrichment analysis indicated that these genes were mainly involved in a total of 36 pathways, such as the MAPK signaling pathway, pathways in cancer, antigen processing and presentation. These data suggest that MSTF attenuates SM-induced injury by increasing GSH and targeting multiple pathways, including the MAPK signaling pathway, as well as antigen processing and presentation. These results suggest that MSTF has the potential to be used as a potential therapeutic agent against SM injuries.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/16/10/24555/s1.

How the deposited data were processed for this re-analysis (not part of the article)

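Gene expression was measured in the livers of 10 Sprague Dawley rats with one-colour Agilent Whole Rat Genome oligo microarrays, 1 array per rat: 3 control rats, 4 rats given SM (3.5 mg/kg, 0.7 of the LD50) and 3 rats given SM and, 1 h later, MSTF (120 mg/kg). Livers were taken 24 h after SM. Samples were assigned to groups from the labels of the deposited samples, and the array names match those of Figure 3 and Tables S1–S3.

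The authors scanned the arrays and read each spot with Feature Extraction, which gives an intensity for each spot after background subtraction and marks spots that are well above background, saturated or not uniform. The authors then normalized the arrays by the quantile algorithm in GeneSpring and deposited log2 values for each probe. The deposited log2 values served as an alternative, and the scanner intensities were the starting point here. All 10 value columns were mapped to their arrays.

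Control spots and spots marked as not uniform (0 to 4 per array) were left out. The background-subtracted intensity was quantile normalized over the 10 arrays, put on the log2 scale and averaged over the spots of each probe, with R 4.3.3 and limma 3.58.1. Each array gave 43379 spots on 41012 probes. The filter kept the 22991 probes well above background on every array of at least 1 group with at least 2 values per group, because Table S2 lists only probes marked present on every array of at least 1 of the groups compared. Pearson correlations of log2 signal between arrays, taken across probes, which are not independent replicates, were 0.988 to 0.991 within control, 0.983 to 0.989 within SM, 0.977 to 0.988 within SM + MSTF and 0.969 to 0.988 between groups. Signal over background sets the precision of an array, and the number of arrays limits it further.

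Array probes carry accessions, and gene names were taken through these from a table of RefSeq genes of the assembly GRCr8. Of 41012 probes, 17512 were named in this way, 144 were named through Table S2 only and 23356 have no name. The arrays were designed on an older assembly, so no coordinates are given.

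SM versus control, SM + MSTF versus control and SM + MSTF versus SM were tested in 1 limma fit (lmFit and eBayes) with Benjamini-Hochberg adjustment over the probes tested. A probe was called changed at an adjusted p under 0.05 and a fold change of at least 1.5, the fold minimum of the methods. All 3 groups were compared by the moderated F-test. Distances between arrays were tested by exact permutation. A probe's gene value for Tables 2–6 came from the probe of Table S2, and other probes of the gene are reported where they differ in sign in SM versus control or in SM + MSTF versus SM. Genes named in the text are those of Tables 2–6 and Figure 6, the 5 named probes with the largest fitted rise and the 5 with the largest fitted fall among called probes whose SM and control arrays did not overlap, the genes of the lists below, and the control genes Actb and Gapdh. The gene lists of Tables 2–6 were tested as sets by camera with a preset correlation of 0.01, over 5 lists and 2 comparisons. So were 15 lists of marker and response genes written before the data were examined, over 3 comparisons (45 tests), with 1 probe per gene, the one of highest mean signal: p53 targets, oxidative stress response, heat shock, acute phase and proliferation genes, MHC class II genes, stellate cell and extracellular matrix genes, and markers of B cells, T cells, natural killer cells, neutrophils, macrophages and Kupffer cells, erythroid cells, endothelial cells and hepatocytes. Of 266 entries of these lists, 233 matched a probe. Camera with an estimated correlation and fry were run beside each test.

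The procedure was tested on simulated data with 200 of 22986 probes changed by 1.5 on the log2 scale. It recovered 178 (89%) in SM versus control, 180 (90%) in SM + MSTF versus control and 186 (93%) in SM + MSTF versus SM, 0 in the wrong direction, and called 13, 14 and 11 unchanged probes. The methods' t-test recovered 185, 180 and 193 and called 124, 105 and 103 unchanged probes. To set reference values for the share of SM changes no longer called in SM + MSTF, data were simulated with SM + MSTF equal to SM and equal to control, in 20 runs with shrunken effect sizes and 30 with the fitted ones. As many runs with SM + MSTF equal to control, added after the results were seen, gave reference values for comparisons that share the control arrays.

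The alternatives were 75th percentile scaling, the authors' deposited log2 values, normexp background correction with an offset of 50, no filter on dim probes, probes well above background on all 10 arrays, spots marked as not uniform kept, only the groups compared in the fit, no fold minimum, unadjusted p, the methods' t-test in several forms, the replicate number or the slide as a block, and each array left out in turn. The files hold no mean signal per spot, so normexp used the median signal and the median background. The study's own procedure applied to the deposited values was added after seeing the data.

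The p-values and fold changes of Tables S2 and S3 are the authors' own and were used for comparison only. Table S1 was at hand in part, the first 1999 of the 4869 probes it lists, and no set or overlap test was run on it. The gene ontology and pathway analyses, the PCR values, survival, blood and tissue measurements were not analysed here.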

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

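The check of erythroid markers on single arrays, that of olfactory receptor probes under normexp background correction and the simulated values of gene lists were chosen after the results were seen.

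In 54 groups of 4 SM arrays, 1 per named gene, the array farthest from the others was tested by Dixon's ratio of its gap to the whole range. In 4 groups the ratio was above the 95% critical value, where 2.7 are expected by chance. SM replicate 4 stood apart for Map4k1 (6.61 against 5.89 to 5.93 on the log2 scale, ratio 0.938) and for Gapdh (15.94 against 15.59 to 15.61, ratio 0.963). SM replicate 3 stood apart for Hspb1 (9.57 against 10.15 to 10.24, ratio 0.873), and SM replicate 1 for RGD1564690 (6.77 against 5.50 to 5.70, ratio 0.844). The number of such genes is close to the number chance gives, and no technical or biological explanation was tested for them.

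A further 108 probes were called in SM + MSTF versus SM and not in SM versus control. The paper does not report this comparison. A grouping of arrays by chance is excluded for the comparison as a whole, since 1 of 35 splits of the 7 arrays, the real one, gave as many calls and the largest other count was 9. The SM arrays lay on a slide of their own, so an effect of that slide on these probes cannot be told apart from an effect of SM.

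Of 116 tested probes of olfactory receptor genes, 18 were called in SM versus control (15.5%, against 2.33% of the other probes), 14 of them higher. By limma, 0 were called in SM + MSTF versus control, as for all probes (2193 at an unadjusted p under 0.05 and 166 by the methods' t-test over all probes), and in SM + MSTF versus SM 14 were called, 13 of them lower. Their median log2 fold change in SM was 0.26, against 0.06 in random lists matched on mean signal, which put it at percentile 100 of 10000 lists. Under normexp background correction it was 0.10 against 0.03, again at percentile 100. The background of the arrays stays open all the same, because 3 of the 18 calls were kept under normexp, 5 of the 14 higher probes were not well above background on any control array, and these probes are dim. The SM slide stays open too. A rise of these genes in SM was not tested in any other way.

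Of 45 tests of 15 gene lists, 13 passed the threshold in camera with the preset correlation. None of them did under fry (smallest adjusted p 0.406) or with an estimated correlation (smallest adjusted p 0.810). Of 194 list entries with values, 189 were well above background on all control arrays. In SM versus control, proliferation genes fell (15 of 16 genes lower, mean log2 fold change -0.78, adjusted p = 4.90e-07), as did natural killer cell markers (12 of 12, -0.58, adjusted p = 6.55e-05), MHC class II genes (4 of 5, -0.52, adjusted p = 0.00217), B cell markers (7 of 8, -0.79, adjusted p = 0.00712) and stellate cell and extracellular matrix genes (9 of 14, -0.28, adjusted p = 0.0103). Of these, 3 natural killer cell markers, 3 MHC class II genes and 2 stellate cell genes are among the genes of Tables 2–6, which the study picked on these arrays. Erythroid cell markers rose (9 of 9, 0.61, adjusted p = 0.0238). In data simulated with no change in SM + MSTF, camera still passed its threshold in SM + MSTF versus control. Natural killer cell markers did so in 10 of 20 runs with shrunken and 17 of 30 with fitted effect sizes. Their simulated means reached -0.85 and -0.73. Erythroid cell markers did so in 10 and 14 runs, with means up to 0.81 and 0.88. MHC class II genes did so in 8 and 8, and B cell markers in 0 and 4. No run left SM unchanged, so SM versus control has no such rates.

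Less blood in the SM liver samples is a candidate explanation for the falling immune lists, and it would lower erythroid markers as well. The mean log2 fold change of the 9 erythroid markers was 0.614, which argues against it, but over the same 9 probes the arrays overlap, with SM replicate 1 at 9.36 and control replicate 2 at 9.99. Hbb-b1, the most abundant of them, was at 16.71 in control and 16.84 in SM. The explanation is therefore not excluded. A lower number of these immune cells in the liver after SM is a hypothesis that the arrays cannot test, and the SM slide cannot be told apart from SM.

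Proliferation genes were lower in SM + MSTF versus control (15 of 16, -0.86, adjusted p = 1.29e-08), as were stellate cell and extracellular matrix genes (11 of 14, -0.38, adjusted p = 0.000388), while acute phase genes (17 of 17, mean 0.69, median 0.37, adjusted p = 5.98e-05) and macrophage and Kupffer cell markers (15 of 15, 0.29, adjusted p = 0.00257) were higher. The mean of the acute phase genes rests in part on Hamp (3.09) and Lcn2 (2.43). This comparison shares its controls with SM versus control, and camera passed its threshold often in data simulated with no change in SM + MSTF. Proliferation genes passed it in 9 of 20 runs with shrunken effect sizes and 15 of 30 with the fitted ones, with a lowest mean of -0.55 and -0.67. Stellate cell and extracellular matrix genes passed it in 1 and 5 runs, with a lowest mean of -0.31 and -0.26. Acute phase genes passed it in 7 and 17 runs, with a highest mean of 0.559 and 0.687 against the observed 0.691. Macrophage and Kupffer cell markers passed it in 11 and 13 runs, with a highest mean of 0.35 and 0.46, so their value lies within what no change gives. In SM + MSTF versus SM, macrophage and Kupffer cell markers (15 of 15, 0.40, adjusted p = 3.86e-05), natural killer cell markers (12 of 12, 0.50, adjusted p = 0.00197) and acute phase genes (16 of 17, 0.54, adjusted p = 0.00290) were higher. Of the 17 acute phase genes, 4 are in another list. Simulated values of the lists were not taken for SM + MSTF versus SM, so how often camera passes there without a change is unknown. The slides were not separated from the groups in these tests, and no biological explanation was tested.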

How the results depend on the processing

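The study's procedure on the deposited values and one-way ANOVA on the deposited values of all probes were chosen after seeing the data, and all other alternatives were set before the data were examined. Where a value moved, the cause was not tested, apart from fewer arrays or probes in the setting itself.

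The group separation of 10.8 stayed on the same side under every alternative run (p from 0.000476 to 0.00714, exact permutation). The authors' deposited values, spots marked as not uniform kept and no fold minimum left every count within 1.5 times, as did 75th percentile scaling. The share of SM-changed probes called opposite in SM + MSTF versus SM was 33.0%, and 39.7% under 75th percentile scaling.

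Under normexp background correction, the 552 calls of SM versus control became 216, the 290 of SM + MSTF versus SM became 58, the share called opposite 17.1%, the median ratio 0.624 in place of 0.373, the 475 probes of the F-test 189, and the 16 called genes of Tables 2–6 became 5. With no filter on dim probes there were 341 calls in SM versus control, 46.9% called opposite, a median ratio of 0.164 and 241 probes of the F-test. With only probes well above background on all 10 arrays there were 336 calls, 140 in SM + MSTF versus SM, 24.7% called opposite, a median ratio of 0.515 and 255 probes of the F-test. With only the groups compared in the fit, SM + MSTF versus SM gave 147 calls and 15.4% called opposite.

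At an unadjusted p, limma called 1290 probes in SM versus control, 691 in SM + MSTF versus control in place of 0, and 1228 in SM + MSTF versus SM, with 75.6% of the SM calls not called in SM + MSTF versus control in place of 100% and 42.2% called opposite. The methods' t-test gave 1033, 166, 677, 94.0% and 28.1%, and 36 of the genes of Tables 2–6. With equal variances it gave 1120, 280, 843 and 89.6%. With the ratio of arithmetic means it gave 1038, 165, 675, 94.2%, 28.1% and 36. After Benjamini-Hochberg it gave 112 in SM versus control, 0 in SM + MSTF versus SM, 0% called opposite and a median ratio of 0.620. The study's procedure on the deposited values gave 1038, 165, 677, 94.3% and 28.1%. The F-test at an unadjusted p gave 1769 with a change of at least 1.5-fold in 1 or more comparisons. One-way ANOVA gave 3783 at an unadjusted p, 123 after Benjamini-Hochberg, and 4869 on the deposited values of all probes.

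Arrays on 1 slide had a correlation of 0.109. With the slide as a random block, SM versus control gave 85, SM + MSTF versus SM 103, the share called opposite 65.9%, the median ratio 0.0720, the F-test 87, and 0 genes of Tables 2–6. With the slide as a fixed block, SM + MSTF versus control gave 291 from replicate 3 alone, and in the same form replicates 1 and 2 gave 55 and 13, the lone array being assumed to vary like the other groups. SM versus control cannot be fitted with a fixed slide block. Arrays with the same replicate number deviated together with correlations of -0.0991 to 0.169, so the numbers do not pair the rats. With the replicate number as a block, SM versus control gave 54, SM + MSTF versus SM 64, the share called opposite 59.3%, the median ratio 0.0819, the F-test 18, and 1 gene of Tables 2–6.

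Leaving out 1 array at a time, SM versus control gave 64 (without control replicate 2) to 327 where it moved by over 1.5 times, and 715 without SM + MSTF replicate 3. SM + MSTF versus control gave 1 to 247, the latter without SM + MSTF replicate 3, and 0 without 7 of the other arrays. SM + MSTF versus SM gave 98 (without SM replicate 1) to 118, and up to 301 elsewhere. The share not called in SM + MSTF versus control was 71.3% (without SM + MSTF replicate 3) to 98.4%, the share called opposite 16.8% to 76.6%, and the median ratio 0.0461 (without control replicate 2) to 0.586 (without SM + MSTF replicate 3), with 0.135 the highest of those that moved by over the SD. The F-test gave 64 to 857, and the called genes of Tables 2–6 numbered 0 (without control replicate 2) to 19 (without SM + MSTF replicate 3).

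The distance from control to SM minus that to SM + MSTF was 2.49 over all tested probes (p = 0.514, and 0.200 to 0.886 over the alternatives that did not select probes by one-way ANOVA, exact permutation). It was -1.40 under normexp and -0.659 without SM + MSTF replicate 2. Over probes selected by one-way ANOVA it was 10.4 (p = 0.0286, exact permutation). The 5 sets of Tables 2–6 past the threshold became 2 with an estimated correlation and 7 under fry, which added Table 5 in both comparisons. The 13 marker and response lists past it became 0 under fry and 0 with an estimated correlation.

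Over single genes, comparisons and alternatives, 259 values lost their call under an alternative and 69 gained one. Another 2465 kept their call or lack of one, and 0 were called in the opposite direction. For the means of gene lists these counts were 44, 11, 1045 and 0. They follow calls and not signs, and some values without a call crossed 0. Ppard in SM + MSTF versus control, at a log2 fold change of -0.186, ranged from -0.448 to 0.202 over the alternatives. By signal over background, fewer calls of dim probes were kept under normexp. Of the 409 calls in SM versus control with a mean signal below the median of the tested probes, 91 (22.2%) were kept under normexp, and of the 143 brighter ones 120 (83.9%).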

Differences from the paper's values

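Whether the study's procedure on the deposited values and one-way ANOVA on the deposited values of all probes reach the paper's counts was tested after the results were seen.

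The paper gives 4869 probes that differ by ANOVA among the groups, and limma's F-test gave 475. Of the alternatives set before the data were examined, one-way ANOVA at an unadjusted p came within 1.5 times (3783), and the others did not, including the F-test at an unadjusted p with the 1.5-fold minimum (1769). The F-test at an unadjusted p with no fold minimum also came within 1.5 times (3920). One-way ANOVA on the deposited values of all probes, chosen after seeing the values, gave exactly 4869.

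The paper gives 1037 genes changed in SM versus control, and limma called 552 probes. Within 1.5 times were, of the alternatives set before the data were examined, only the groups compared in the fit (714), unadjusted p from limma (1290), the methods' t-test (1033), the same with equal variances (1120) or with the ratio of arithmetic means (1038), and the fit without SM + MSTF replicate 3 (715). The other scalings, background correction, filters, blocks, adjusted t-test and other arrays left out were not. The study's procedure on the deposited values, chosen after seeing the values, gave 1038 probes, which include all 1037 of the paper's Table S2.

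The paper gives 590 genes lower and 447 higher in SM, and limma called 328 lower and 224 higher. For the lower genes, the same alternatives came within 1.5 times as for the whole count (447 with only the groups compared in the fit, 710 at an unadjusted p, 598, 620 and 591 by the forms of the methods' t-test, and 442 without SM + MSTF replicate 3). For the higher genes these were an unadjusted p (580) and the forms of the methods' t-test (435, 500 and 447). The study's procedure, chosen after seeing the values, gave 591 lower and 447 higher.

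The paper gives 64 genes still changed in SM + MSTF, and limma called 0 of the 552, with 179 at an unadjusted p under 0.05 and 1.5-fold in the same direction. Of the alternatives set before the data were examined, the methods' t-test (62) and its form with the ratio of arithmetic means (60) came within 1.5 times, and the others did not. The study's procedure, chosen after seeing the values, gave 59. The paper gives 973 genes as prevented, and 552 is the number here. Within 1.5 times were only the groups compared in the fit (714), an unadjusted p (975) and the forms of the methods' t-test (971, 1004 and 978), and, chosen after seeing the values, the study's procedure (979). Of the 64 probes of Table S2 that are not in Table S3, 61 pass both criteria of the paper in SM + MSTF versus control.

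All 74 fold changes of Tables 2–6 lay on the same side of 1 as here, with a largest difference of 0.06 on the log2 scale. The paper calls these 37 genes changed in SM, and limma called 16. The methods' t-test called 36, all but Nlgn3. For Table 6, the paper calls 8 genes significantly lower in SM, and of the 9 genes limma called 3, and all 9 adjusted over the list alone (the 37 genes of Tables 2–6). In the part of the paper's Table S1 at hand, the first 1999 of 4869, the column of false discovery rates repeats the p-values.

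The paper states that the rats of each group are closest to each other. This held for control and SM. On the probes selected by one-way ANOVA, SM + MSTF replicate 3 lay nearer to the controls (28.4) than to the other SM + MSTF arrays (30.1), and it joins the controls first in the tree of Figure 3 as well.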

Other observations

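The tests by direction of the SM change, of spike-in probes, of the calls of dim probes at the adjusted p alone, the simulated runs with fitted effect sizes, and the simulated values by direction of the SM change were chosen after the results were seen.

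Other splits of the same arrays were counted for each comparison. In SM versus control, 1 of 35 splits, the real one, gave as many calls as observed and the largest other count was 5. For the F-test it was 1 of 100 drawn splits, with a largest other count of 312. Chance is excluded as the whole source of these counts. For SM + MSTF versus control, 10 of 10 splits gave at least the observed count of 0, and 10 splits cannot decide.

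The probes higher and lower in SM behaved differently on the SM + MSTF arrays, which the paper does not report. For the 224 higher probes, the median ratio of the change on each SM + MSTF array to the SM change was -0.0331, 0.0702 and 0.0394, near the control level on all 3. For the 328 lower probes it was 0.770 and 0.812 on replicates 1 and 2, and 0.134 on replicate 3. Both changes are taken against the same controls. In data simulated with SM + MSTF equal to control, the highest ratio of any SM + MSTF array was 0.461 for the lower probes and 0.318 for the higher ones with shrunken effect sizes, and 0.499 and 0.432 with the fitted ones. Among the 124 lower probes with a mean signal above the median of the tested probes it was 0.851, 0.943 and 0.187, so the pattern of the lower probes was not limited to dim ones. Of the 224 higher probes, 205 lay below that median. For the 19 above it the values were -0.181, -0.149 and 0.0191. Direction and brightness are thus partly confounded, and the background of the arrays stays open for most of the higher calls. Under normexp background correction the values were 0.807, 0.836 and 0.156 for the lower probes and -0.0216, 0.00217 and 0.0550 for the higher ones. Under 75th percentile scaling they were 0.813, 0.851 and 0.144 for the lower probes and -0.125, 0.0290 and 0.0258 for the higher ones. Without replicate 3, SM + MSTF versus control gave 238 lower probes and 9 higher.

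SM + MSTF replicate 3 is the SM + MSTF array that shared its slide with the controls. A candidate explanation for the lower probes is that the control slide reads them higher than the other slides, so that their fall is partly a slide difference. The median ratio of 0.134 on that array is what this explanation needs, but a rat that differs from the other 2 would give the same value, and with 1 array the slide and the rat cannot be told apart. Over all tested probes that array lay 80.6 from the controls, against 74.1 and 70.5 for replicates 1 and 2. Over all probes it was thus not nearer to the controls despite the shared slide. For the higher probes, a control slide that reads them lower would put the SM + MSTF arrays of slide 3 near the SM level. The higher of their median ratios was 0.0702, which excludes it. An effect of the SM slide on these probes stays open, since no other group was on it, and so does an effect of MSTF on the rise in SM, as a hypothesis. Spike-in probes do not settle the place of replicate 3. Over 8 spike-in probes its root mean square log2 difference from the controls was 0.213, against 0.0867 and 0.196 for the other SM + MSTF arrays, and the control arrays were themselves spread from 0.0740 to 0.580.

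That MSTF had no effect, with the low share of calls in SM + MSTF due to selection of probes on the SM arrays and to few arrays, was tested by simulation. In 0 runs with SM + MSTF equal to SM was the share not called as high as observed (100% by limma, 94.0% by the methods' t-test), the highest being 98.3% and 84.5%. By limma the lowest median ratio of those runs was 0.730, above the observed 0.373. By the methods' t-test it was 0.508, above the observed 0.420. That the SM effect was completely prevented was tested likewise. By limma the highest median ratio in the first set of runs with SM + MSTF equal to control was 0.338, below the observed 0.373. The runs added later were taken by direction only. A run among them gave 0.344 for the higher and 0.384 for the lower probes, so the observed ratio may lie within reach of complete prevention. By the methods' t-test it was 0.498, and 1 of 20 runs with shrunken effects reached the observed 0.420. Simulated settings exclude neither, and the slides stay confounded with the groups, so both remain open.

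Calls among dim probes depended on the background correction. Of the 409 calls in SM versus control below the median mean signal, 22.2% were kept under normexp, against 83.9% of the 143 calls above it. At the adjusted p alone 44.0% and 90.2% were kept. The median size of the change went from 1.02 to 0.41 for dim probes and from 0.98 to 0.88 for bright ones, all with the same sign. Under 75th percentile scaling 90.2% and 94.4% were kept. This is consistent with the background of the arrays as a source of part of these calls, and a true change of dim probes that the offset shrinks is not excluded.

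The lists with no result past the threshold in any comparison were p53 target genes (mean log2 fold change in SM versus control -0.04, 13 of 20 lower, camera adjusted p = 0.397), oxidative stress response genes (0.21, adjusted p = 0.271), T cell markers (0.06, adjusted p = 0.744), neutrophil markers (0.57, adjusted p = 0.397), endothelial cell markers (-0.04, adjusted p = 0.737), hepatocyte markers (mean 0.01, tested downwards, adjusted p = 0.737) and heat shock genes (-0.15, adjusted p = 0.332). Of their genes, 2 T cell markers, 1 endothelial cell marker and 3 heat shock genes are in Tables 2–6, and 3 hepatocyte markers and 1 neutrophil marker are in another list. A rise of p53 target genes in SM, which damage to DNA would bring, was looked for and not seen 24 h after SM.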
